A study of Mus musculus with 6 samples. Its data were reported in "NOVA2-mediated RNA regulation is required for axonal pathfinding during development" (2016).

How the data were processed

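HITS-CLIP, in which RNA crosslinked to a protein by ultraviolet light is recovered with an antibody and sequenced, had been carried out for NOVA1 and for NOVA2 in wild-type mouse cortex at embryonic day 18.5, with 3 libraries per protein. The authors aligned the reads to the mouse genome (mm9), collapsed PCR duplicates to unique tags and grouped overlapping tags of the same strand into clusters. They kept clusters with tags from at least 2 of the 3 libraries of a protein. The deposited lists hold the clusters with at least 10 tags, with a chromosome, start, end, strand and tag count for each cluster. The count was pooled by the authors over the 3 libraries and was not scaled to library size. Whether it is the number of all tags in the cluster or the maximum depth is not stated in the lists, and it is called the tag count here. The study uses the term peak height for the measure behind its threshold. If the value is a depth, the sums of tags and the shares of tags given here are sums and shares of depths. A fixed threshold on tags admits weaker sites in the more deeply sequenced protein, so the number of clusters in a list depends on depth.

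Library depth cannot be read from the lists, because tags outside the retained clusters are not in them. The totals given here are sums over clusters only. With counts pooled over libraries, no value per replicate could be computed and no difference could be set against the spread between replicates. Shares carry Wilson 95% confidence intervals, and medians, ratios and folds carry 95% bootstrap intervals from 1000 resamples of clusters (200 resamples for the correlation and the widths). For the difference in intron share and for the difference in tag ratio, whole genes were resampled. These intervals cover counting error only. Clusters are not replicates, and no p-value was computed across them.

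Cluster ends were compared with the chromosome lengths of the NCBIM37 genome, the assembly known as mm9. On the 22 chromosomes with clusters, 0 ended past a chromosome end. Positions are given from 1 in this build. Each cluster was assigned the GENCODE vM1 class that covered most of its nucleotides on its own strand. Where annotations coincided at a nucleotide, the order of precedence was coding sequence (CDS), 3' UTR, 5' UTR, noncoding exon, intron, 10 kb downstream of a gene, 10 kb upstream of a gene, and intergenic. UTR and CDS were taken from protein-coding transcripts. Exons of other transcripts counted as noncoding exons, except those annotated as retained introns. A cluster that touched several genes of its strand was given to the gene with the most exonic nucleotides in it, which concerned 1.46% of NOVA1 and 0.820% of NOVA2 clusters.

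Clusters of the 2 lists were called shared when they overlapped by at least 1 nt on the same strand. As background, each NOVA1 cluster was moved 1 to 10 kb along its chromosome in 100 seeded draws. YCAY (Y is C or U) was counted on the cluster strand per possible start position. It was compared with flanks 200 to 500 nt from either end and with the cluster sequence shuffled so that its dinucleotides were kept. For exonic clusters a further comparison used the same class of exon in the same gene outside all clusters, for genes with at least 200 such nt. Tag counts of the 2 lists were compared at clusters that overlapped one to one. Sequences were aligned with BLAST+ 2.17.0. A further copy was a match elsewhere in the genome with at least 90% identity over at least 50% of the cluster. Other steps used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and pysam 0.24.0.

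Clusters to be named were fixed before the data were examined. They were the 5 of highest tag count in each list, the 5 highest without overlap in the other list, and the 3 windows of 100 kb and strand with the most clusters per list. Not each of these is described here. Clusters were also counted in Dcc, Robo2, Slit2, Epha5, Neo1, Arhgef12, Ppp3cb, Rock1 and Agrn, 9 genes of axon guidance and neuronal development that the study examined. Alternatives fixed at the same time were other overlap rules, higher tag thresholds, a NOVA2 threshold of 25 tags scaled to the unique tag totals of the study, a NOVA2 list reduced to the length of the NOVA1 list, merged clusters, other distances, other backgrounds and assignment by cluster midpoint.

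The functions were tested on simulated data. Of 5000 simulated clusters, 3495 were placed with an overlap and 3495 were found. All 1500 planted YCAY motifs were counted. The bootstrap interval of a fold held the true value in 93 of 100 simulated sets with no enrichment and in 91 of 100 sets with enrichment, so these intervals are somewhat narrow. Clusters with fewer than 10 tags, the single libraries, and the RNA-seq data of the study were not analysed here.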

Results

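The data were lists of NOVA1 and NOVA2 CLIP clusters from mouse cortex at embryonic day 18.5. NOVA1 and NOVA2 are neuronal RNA-binding proteins that regulate alternative splicing. Each list combined 3 libraries of its protein. The NOVA1 list held 9988 clusters with 304703 tags in total, and the NOVA2 list held 36591 clusters with 1309270 tags, a ratio of 3.66 in clusters and 4.30 in tags. The clusters covered 1539737 nt for NOVA1 and 4768440 nt for NOVA2, with a mean of 30.5 and 35.8 tags per cluster. Median tag counts were 16 (quartiles 12 and 26) for NOVA1 and 18 (quartiles 13 and 34) for NOVA2. The median width was 129 nt (quartiles 94 and 181) for NOVA1 clusters and 114 nt (quartiles 85 and 156) for NOVA2 clusters, and at 20 or more tags it was 170 and 146 nt. There were no values per replicate, so none of the differences below could be compared with the spread between replicates, and the intervals given cover counting error only.

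The first comparison asked to what extent both proteins bound the same positions. Of the NOVA1 clusters, 8002 (80.1%, 95% interval 79.3 to 80.9) overlapped a NOVA2 cluster on the same strand. Of the NOVA2 clusters, 8079 (22.1%, 21.7 to 22.5) overlapped a NOVA1 cluster. With the NOVA2 list reduced to its 9988 clusters of highest tag count, each with at least 31 tags, the shares were 54.6% for NOVA1 and 52.0% for NOVA2. On the opposite strand, 2 NOVA1 clusters (0.020%) overlapped a NOVA2 cluster. When NOVA1 clusters were moved by 1 to 10 kb, a mean of 4.34% overlapped a NOVA2 cluster (range of 100 draws, 3.85 to 4.83). The observed share was 18.5-fold higher than this background.

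Shared clusters held more tags. The median was 17 tags in shared and 13 in unshared NOVA1 clusters, a ratio of 1.31. Tag counts are whole numbers, and each resample of the NOVA1 ratio within the 95% interval gave this same value. In the NOVA2 list the medians were 46 and 16 tags, a ratio of 2.88 (2.81 to 3.0), which fell to 1.73 with the NOVA2 list reduced to the number of NOVA1 clusters. The share of NOVA1 clusters without NOVA2 overlap was 19.9% at 10 or more tags, 7.22% at 30 or more and 5.54% (4.27 to 7.16) at 50 or more, with the NOVA2 list unchanged. Across 6770 clusters that overlapped one to one, the tag counts of both proteins had a Spearman correlation of 0.376 (0.357 to 0.399), and Pearson's r of the log2 counts was 0.452. These values are across clusters, which are not independent replicates. Spearman's rho was 0.317 when both lists were limited to 20 or more tags.

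Of the 1986 NOVA1 clusters without NOVA2 overlap, 72.2% (70.1 to 74.1) lay within 10 kb of a NOVA2 cluster on the same strand. The share was 2.62% on the opposite strand. It was 22.4% (range of 20 draws, 20.9 to 23.3) after moving the clusters by 10 to 100 kb. Within 1 kb the share was 44.2%. Of the 1759 unshared NOVA1 clusters that lay in a gene, 85.0% (83.2 to 86.6) lay in a gene that also held a NOVA2 cluster. NOVA1 clusters were found in 2897 genes and NOVA2 clusters in 5177 genes, with 2672 genes in common.

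Clusters of one list often lay close together. A neighbour within 1 kb was found for 43.6% (42.6 to 44.5) of NOVA1 clusters and 46.4% (45.9 to 46.9) of NOVA2 clusters. The longer list has more neighbours by number alone. In 100 random draws of 9988 NOVA2 clusters the share averaged 18.6% (range 17.7 to 19.6), below that of NOVA1. The 9988 NOVA2 clusters of highest tag count had a share of 29%. Both reductions remove neighbours by construction, while the NOVA1 list was kept whole. Neither therefore shows that NOVA1 clusters lie closer together than NOVA2 clusters.

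The study compared binding in introns with binding in exons. Introns held 74.6% (74.1 to 75) of NOVA2 clusters and 40.3% (39.3 to 41.2) of NOVA1 clusters. This difference of 34.3 percentage points had an interval of 32.9 to 35.7 when genes were resampled. It rose to 40.8 points at 20 or more tags and was wider at higher thresholds. Exons of any kind held 48.1% (47.1 to 49.1) of NOVA1 and 14.3% (14 to 14.7) of NOVA2 clusters. Most of these were in 3' UTRs, which held 37.7% of NOVA1 and 12.1% of NOVA2 clusters. Coding sequence held 8.65% of NOVA1 and 1.47% of NOVA2 clusters.

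**Figure D1:**
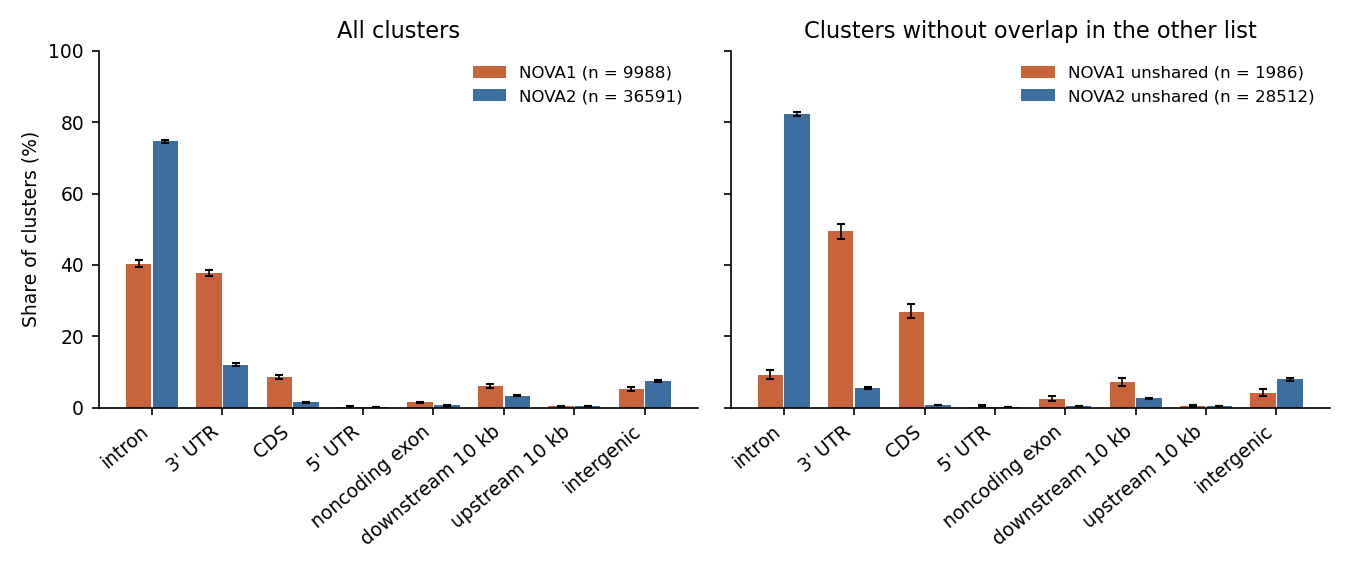
Share of clusters (%) in each annotation class for all clusters (left) and for clusters without overlap in the other list (right), with NOVA1 in orange and NOVA2 in blue and Wilson 95% intervals as error bars. Introns held 40.3% of NOVA1 and 74.6% of NOVA2 clusters, and 9.11% and 82.3% of the unshared ones.

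The difference was wider among unshared clusters. Introns held 9.11% (7.93 to 10.5) of unshared NOVA1 clusters and 82.3% (81.8 to 82.7) of unshared NOVA2 clusters. Exons held 79.2% (77.3 to 80.9) of unshared NOVA1 clusters and 6.80% (6.51 to 7.10) of unshared NOVA2 clusters. Shared clusters are overlapping positions seen from either list, so their intron shares were similar by construction, 48.0% for NOVA1 and 47.5% for NOVA2. Seen by class, 61.9% of NOVA1 clusters in coding sequence had no NOVA2 overlap, against 26.1% in 3' UTRs and 4.50% in introns. The 1572 unshared exonic NOVA1 clusters lay in 1010 genes, with at most 15 in any of them.

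**Figure D2:**
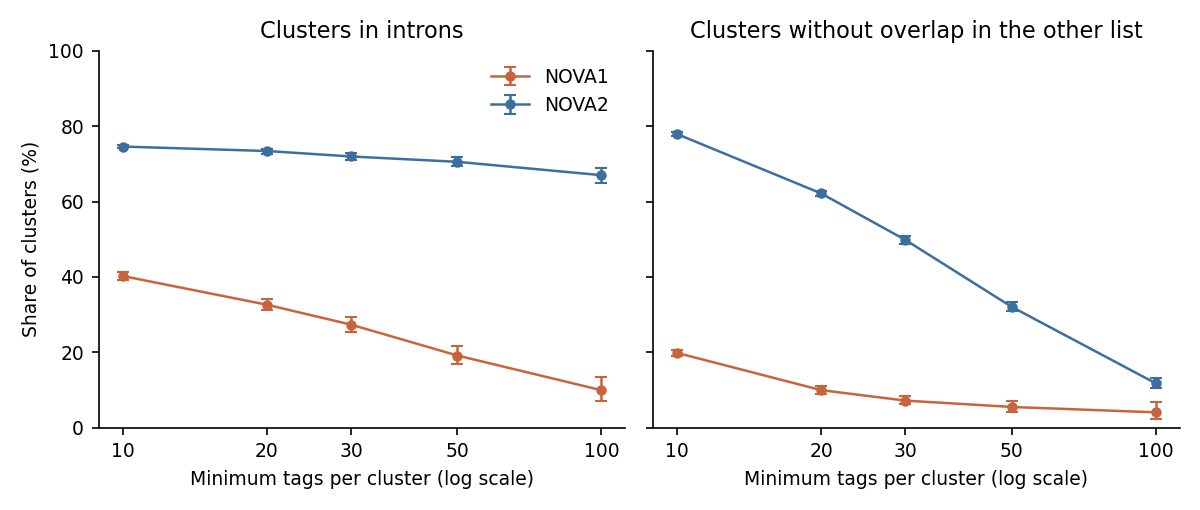
Share of clusters (%) in introns (left) and without overlap in the other list (right) against the minimum tag count per cluster (log scale), with Wilson 95% intervals. On the left the NOVA1 share fell from 40.3% at 10 tags to 9.97% at 100 tags and the NOVA2 share from 74.6% to 67.0%, and on the right the other list was kept at 10 or more tags.

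Tag counts at shared positions were compared between classes because the position is then the same for both proteins. In 6747 of the 6770 one-to-one pairs both clusters had the same class. In 3452 intron pairs the median log2 ratio of NOVA1 to NOVA2 tags was -2.04 (quartiles -2.63 and -1.36). In 2146 pairs in 3' UTRs it was -0.40 (quartiles -1.0 and 0.22), and in 285 pairs in coding sequence it was -0.12. The 3' UTR median was higher than the intron median by 1.63 (1.56 to 1.71, genes resampled). The counts were not scaled to library size, which moves all classes alike. This comparison between classes was chosen after the intron shares had been seen.

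**Figure D3:**
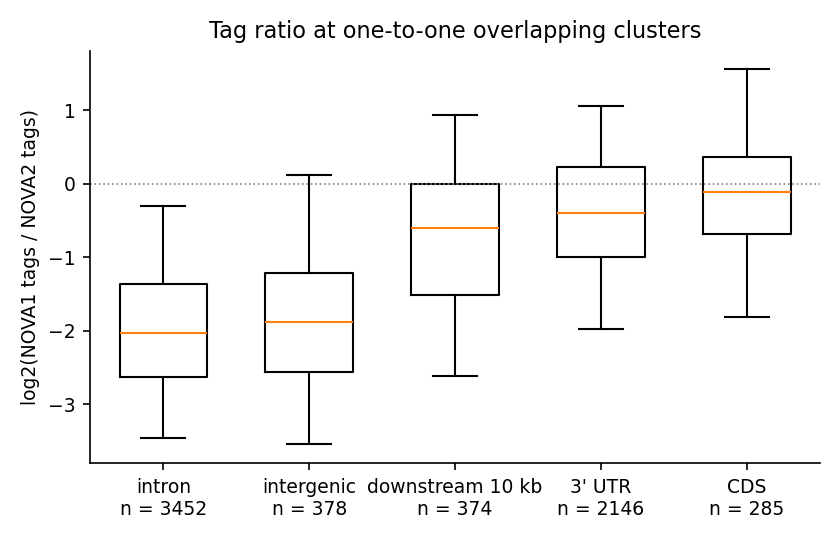
Log2 ratio of NOVA1 to NOVA2 tags at clusters that overlapped one to one, by annotation class, with the median as the line, quartiles as the box and the percentiles 5 and 95 as whiskers. The median was -2.04 in introns, -0.60 in the 10 kb downstream of genes and -0.40 in 3' UTRs.

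YCAY is the sequence that both proteins are known to bind. NOVA1 clusters held 36.8 YCAY per 1000 positions and their flanks 18.2, a 2.02-fold (1.99 to 2.06) difference. NOVA2 clusters held 42.4 and their flanks 18.5, a 2.29-fold (2.28 to 2.31) difference. Against shuffled sequence with the same dinucleotides the folds were 1.27 (1.26 to 1.28) and 1.28 (1.28 to 1.29). UCAU and CAUC ranked highest against flanks in both lists, with log2 enrichments of 1.47 and 1.33 for NOVA1 and 1.64 and 1.46 for NOVA2. Against shuffled sequence, CGUG (log2 enrichment 0.52) ranked above UCAU (0.48) for NOVA1, and GGAA (0.63) and GAAA (0.58) ranked highest for NOVA2. Around cluster midpoints the share of clusters with a YCAY start peaked 2 nt upstream of the midpoint for NOVA1, at 5.50%, and 6 nt upstream for NOVA2, at 5.98%.

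**Figure D4:**
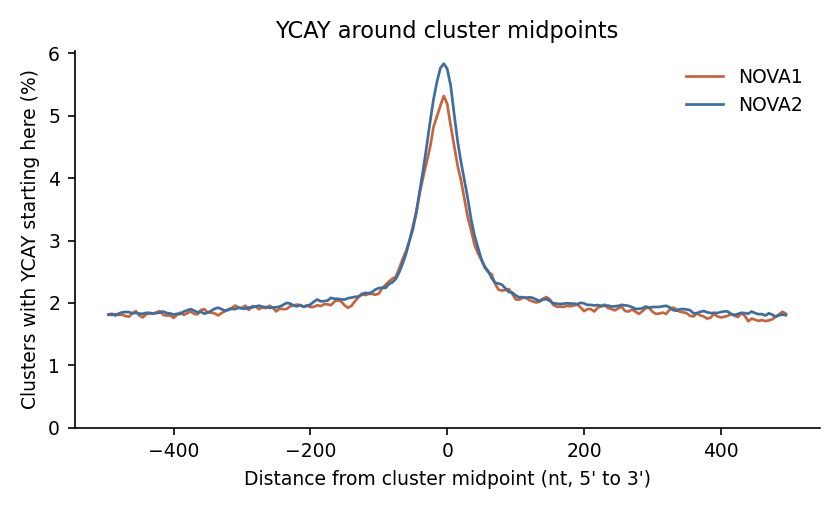
Share of clusters (%) with a YCAY starting at each distance (nt) from the cluster midpoint, as a running mean of 11 nt, for NOVA1 (orange) and NOVA2 (blue). Both curves rise from about 1.80% (NOVA1) and 1.83% (NOVA2) at the outer ends to a peak near the midpoint.

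The fold over flanks was lower in NOVA1 clusters without NOVA2 overlap, at 1.39 (1.35 to 1.43), than in shared NOVA1 clusters, at 2.18 (2.14 to 2.22). In the NOVA2 list it was 2.33 in unshared and 2.22 in shared clusters, but in introns, which hold most unshared NOVA2 clusters, it was 2.36 (2.34 to 2.38) in unshared and 2.60 (2.55 to 2.66) in shared ones. In NOVA2 exons it was 1.92 (1.87 to 1.98) in unshared and 1.73 (1.70 to 1.77) in shared clusters, the opposite order to introns. Within 3' UTRs the NOVA1 values were 1.36 (1.31 to 1.42) for unshared and 1.60 (1.57 to 1.64) for shared clusters. Within coding sequence they were 1.41 (1.33 to 1.50) and 2.09 (1.94 to 2.25).

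The highest NOVA1 cluster, with 9547 tags, lay at chromosome 17, 39984080 to 39985762, on the plus strand, where the annotation has no gene of that strand. The gene AY036118 (39985048 to 39985772) lies there on the minus strand. The third, with 2250 tags, lay beside it at 39983361 to 39983922. The second was in the 3' UTR of Shisa7 (chromosome 7, 4777957 to 4780455, minus strand, 2442 tags) and overlapped the highest NOVA2 cluster, at 4778689 to 4779855 with 5467 tags. Next came a cluster in the 3' UTR of Lars2 (chromosome 9, 123371003 to 123371305, plus strand) with 1539 tags and a cluster in an intron of 2610528E23Rik (chromosome 16, 57391534 to 57391795, minus strand) with 1533 tags. The NOVA2 clusters at these positions had 76 and 26 tags, and their sequences have 6 and 3 further copies elsewhere in the genome. After Shisa7, the NOVA2 list was led by noncoding exons. These were 3 clusters in Meg3 with 5106, 2916 and 2723 tags (chromosome 12, 110802927 to 110803291, 110804302 to 110805206 and 110800627 to 110800977, plus strand) and 1 cluster in Malat1 with 4456 tags (chromosome 19, 5797764 to 5798235, minus strand). Each overlapped a NOVA1 cluster, with 1289, 1438 and 836 tags in Meg3 and 1467 tags in Malat1.

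Without overlap in the NOVA2 list, the highest NOVA1 clusters had fewer tags. Those described here lay at chromosome 16, 11144302 to 11144411, within 10 kb downstream of a gene (plus strand, 557 tags), in an intron of Gphn (chromosome 12, 79451911 to 79452161, plus strand, 391 tags), and in intergenic sequence of chromosome 8 (15519859 to 15520007, plus strand, 333 tags) and chromosome 11 (108872958 to 108873097, minus strand, 281 tags). Those on chromosomes 16, 12 and 8 have 9, 3 and 16 further copies in the genome, and that on chromosome 11 has 0. The highest NOVA2 clusters without NOVA1 overlap were all in introns and had 0 further copies. They were in Arpp21 (chromosome 9, 112010042 to 112010635, minus strand, 336 tags), Ttc28 (chromosome 5, 111572663 to 111573109, plus strand, 287 tags), Robo1 (chromosome 16, 72793115 to 72793646, plus strand, 252 tags), Ift88 (chromosome 14, 58123952 to 58124343, plus strand, 250 tags) and Vash2 (chromosome 1, 192780909 to 192781412, minus strand, 228 tags).

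The window of 100 kb with the most NOVA1 clusters, 35, was chromosome 6, 135600001 to 135700000, minus strand. The only gene on that strand there is Grin2b (135679844 to 136123529), and 25 of the clusters lay within 10 kb downstream of its annotated end, 9 further away and 1 in its 3' UTR. The next windows were the plus strand of the mitochondrial chromosome, with 34 clusters, and chromosome 12, 110800001 to 110900000, plus strand, with 26 clusters, 11 of them in Meg3. For NOVA2 the leading windows lay within single genes and held intron clusters alone. These were Celf2 (chromosome 2, 6700001 to 6800000, minus strand, 79 clusters), Odz2 (chromosome 11, 36400001 to 36500000, minus strand, 50 clusters) and Nrg3 (chromosome 14, 40100001 to 40200000, minus strand, 50 clusters). The NOVA1 list had 16, 12 and 18 clusters in these windows.

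The 9 genes of axon guidance and neuronal development held 60 NOVA1 and 271 NOVA2 clusters. Of the NOVA1 clusters, 53 (88.3%) were shared and 39 (65.0%) lay in introns. Of the NOVA2 clusters, 52 (19.2%) were shared and 94.5% lay in introns. Dcc (chromosome 18, 71418392 to 72510723, minus strand) held the most in both lists, 17 NOVA1 and 85 NOVA2 clusters, followed by Robo2 with 14 and 75 and Epha5 with 10 and 57. Slit2 (chromosome 5, 48374394 to 48697521, plus strand) had 0 NOVA1 and 7 NOVA2 clusters, the highest of which had 21 tags. Agrn (chromosome 4, 155539399 to 155571536, minus strand) was the only gene of the 9 with more NOVA1 clusters, 4, than NOVA2 clusters, 2. Its highest NOVA1 cluster, with 34 tags, lay in the 3' UTR (155539599 to 155540061) and had no NOVA2 overlap. Its highest NOVA2 cluster, with 26 tags, lay in an intron (155541972 to 155542108). In Epha5 the highest cluster of both lists was at the same 3' UTR position (chromosome 5, 84494543 to 84495236 for NOVA1, minus strand), with 313 NOVA1 and 415 NOVA2 tags. In Robo2 the highest NOVA1 cluster lay in the 3' UTR (46 tags) and the highest NOVA2 cluster in an intron (265 tags). Counts this small rest on pooled libraries and carry no replicate error.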

Values the study reported

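The study reported 2,318,553 unique NOVA2 tags, with 483,446, 836,678 and 998,429 in the replicates, and 910,342 unique NOVA1 tags, with 319,904, 292,709 and 297,729. Clusters found in at least 2 replicates numbered 139,007 for NOVA2 and 54,546 for NOVA1. At a minimum of 10 tags these were 36,591 and 9988. The study gave the overlap as 80.1% of NOVA1 clusters and 22.1% of NOVA2 clusters. It placed 77.7% of NOVA2 clusters in introns and 13.9% in exons, and 45.4% and 45.1% of NOVA1 clusters. Among clusters specific to a protein, 84.9% of those of NOVA2 were intronic and 74.1% of those of NOVA1 exonic. UCAU, CAUC, CAUU, UCAC and UUCA were given as the leading tetramers of both proteins. They were ranked against shuffled control sequences, in the clusters found in at least 2 replicates.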

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

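The alternatives for the intron difference and for the tag ratio between classes, and those on transcripts and on the NOVA2 list for the intron shares, were chosen after the data had been seen. A value counted as unchanged when it stayed within the 95% interval of the reported value. That interval covers counting error only and is narrow with this many clusters. Of 71 alternative values for 17 results, 24 stayed within it and 47 did not. No paired analysis was possible because the tag counts were pooled over the libraries of each protein, and for the same reason leaving out a library in turn was not possible. Where a value moved, the cause was not tested unless stated.

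The overlap shares depended on the length of the NOVA2 list. With NOVA2 at 25 or more tags they were 60.8% for NOVA1 and 44.4% for NOVA2, and with the NOVA2 list reduced to the number of NOVA1 clusters they were 54.6% and 52.0%. Fewer NOVA2 clusters leave fewer to overlap by construction. An overlap of at least 50% of the shorter cluster gave 79.0% and 21.6%. With both lists at 20 or more tags, or at 30 or more, the NOVA2 share was 18.3% and 16.3%, while the NOVA1 share stayed within its interval. Ignoring strand, requiring 10 nt and merging clusters moved neither share. The fold over moved positions was 45.9 for moves of 10 to 100 kb, 229.9 for random places on the chromosome and 21.7 at 20 or more tags. It was above 1 in each.

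With the reduced NOVA2 list the ratio of median tags in shared to unshared clusters was 1.36 for NOVA1 and 1.73 for NOVA2, and at 20 or more tags that of NOVA2 was 2.62. Spearman's rho was 0.318 over every overlapping pair and 0.317 at 20 or more tags. Median widths at 20 or more tags were 170 nt for NOVA1 and 146 nt for NOVA2, and merging gave 119 nt for NOVA2.

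Shares with a neighbour were 36.8% (NOVA1) and 37.2% (NOVA2) within 500 nt, 58.0% and 68.7% within 5 kb, and 37.3% and 35.5% at 20 or more tags within 1 kb. At 20 or more tags NOVA1 was above NOVA2, the opposite order to the full lists. The NOVA2 share was 18.6% in random draws of the size of the NOVA1 list and 29% for the reduced list. Unshared NOVA1 clusters lay near a NOVA2 cluster in 44.2% within 1 kb, 88.7% within 100 kb and 2.62% within 10 kb on the opposite strand.

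The order of the intron shares held in each of the 9 alternatives tried for the difference. At 20 or more tags the shares were 32.7% (NOVA1) and 73.4% (NOVA2), a difference of 40.8 points. Without mitochondrial and intergenic clusters they were 42.6% and 80.6%, a difference of 37.9. Exons of coding transcripts alone gave 41.7% and 75.2%, and exons of all transcripts gave 74.0% for NOVA2. NOVA2 at 25 or more tags gave 72.6% and a difference of 32.3, and the reduced NOVA2 list gave 72.0% and 31.7. Weighting NOVA1 clusters to the GC content of NOVA2 clusters gave a difference of 31.4. The difference in tag ratio between 3' UTRs and introns stayed within its interval with both lists at 20 or more tags, with an overlap of at least 50% and with each gene counted equally, and was 1.78, outside it, among pairs with at least 50 NOVA1 tags.

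YCAY stayed above its comparison in each alternative, but the size depended on the comparison. Against shuffled sequence the fold was 1.27 for NOVA1 and 1.28 for NOVA2. At 20 or more tags it was 1.96 over flanks for NOVA1. Depth limits the unshared NOVA1 clusters, since a NOVA2 site with fewer than 10 tags is absent from the list and was not analysed here.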

Other observations

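The tests of further genomic copies, of ribosomal and mitochondrial tags, of the same exons and of unshared clusters within single classes were chosen after the results had been seen. The other tests were written down before their own values were seen, but after the lists had been examined, and those on the tag ratio and on downstream clusters after the pattern they address was known.

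The lower intron share of NOVA1 was not removed by any technical explanation tested. Background from mature mRNA in the NOVA1 libraries was not among them. Leaving out mitochondrial and intergenic clusters cannot remove it, because such tags would lie in exons. It stays open, since mitochondrial clusters held 1.08% of NOVA1 and 0.110% of NOVA2 tags. If deeper NOVA2 libraries under the same tag threshold were the cause, the NOVA2 list reduced to the number of NOVA1 clusters would approach the NOVA1 share of 40.3%, but its share was 72.0%. The difference of 34.3 percentage points was at least 33.5 under other choices of transcripts, 34.3 with each gene weighted equally, 31.4 after weighting for GC content and 37.9 without mitochondrial and intergenic clusters. Raising the tag threshold widened the difference, because the NOVA1 share fell to 9.97% at 100 or more tags while that of NOVA2 was 67.0%. A batch difference between the NOVA1 and NOVA2 libraries or antibodies cannot be told apart from the proteins in this design. A hypothesis that remains open is that NOVA1 may meet more mature mRNA than NOVA2. A difference in location within the cell or in cell type would give this, and no test of it was possible here. The study proposes that NOVA2 may have the greater nuclear role. By immunostaining it found NOVA2 throughout the cortical plate and NOVA1 in particular cell types.

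The same contrast appeared where both proteins had a cluster. The log2 ratio of NOVA1 to NOVA2 tags was higher in 3' UTRs than in introns by 1.63. A threshold of 10 tags in both lists could distort such a ratio by removing weak partners. Among pairs with at least 50 NOVA1 tags, where few partners are lost, the difference was 1.78 (366 pairs in 3' UTRs and 150 in introns). Within GC deciles it was 1.64. Neither the threshold nor GC content accounts for it. RNA abundance enters both proteins alike at a shared position and cancels in the ratio only if both proteins met the same pool of RNA, which was not tested.

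Clusters downstream of genes outnumbered those upstream. In the 10 kb windows there were 606 downstream and 36 upstream for NOVA1, a ratio of 16.8, and 1213 and 149 for NOVA2, a ratio of 8.14. A candidate explanation is 3' UTRs that run past the annotated gene end. The median log2 tag ratio of downstream pairs was -0.60, near the 3' UTR value of -0.40 and far from the intron value of -2.04, while intergenic pairs had -1.88. The 25 NOVA1 clusters downstream of Grin2b are an example that a reader might inspect. The share of NOVA1 clusters in 3' UTRs may therefore be an underestimate with this annotation.

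Unshared exonic NOVA1 clusters held less YCAY than shared ones, which raised the question whether they are tags from abundant mRNA without YCAY binding. Their YCAY content was 1.13-fold (1.10 to 1.16) that of shuffled sequence, against 1.21-fold in shared exonic clusters. It was 1.58-fold that of the same exons outside clusters in 3' UTRs and 1.34-fold in coding sequence. The fold over shuffled sequence does not show a YCAY preference by itself, because no such fold was computed for unbound sequence. Tetramers other than YCAY also exceeded shuffled sequence in the NOVA1 list, such as GAAA and GGAA (log2 enrichment 0.48 for each). The folds over the same exons had intervals above 1, at 1.52 to 1.63 in 3' UTRs and 1.27 to 1.40 in coding sequence. For the set, the YCAY content of the exons is thus not enough to give that of the clusters. A mixture of bound sites and background tags stays open. Both folds over the same exons were below those of shared NOVA1 clusters, 1.94 in 3' UTRs and 2.11 in coding sequence.

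Unshared NOVA1 clusters might be sites just under the threshold of the NOVA2 list. Of all NOVA1 clusters with at least 50 tags, 5.54% (4.27 to 7.16) had no NOVA2 overlap, too close to the limit of 5% set beforehand to decide. Among the 876 of these clusters without a further near-identical copy in the genome the share was 3.42% (2.41 to 4.85), below the limit. With copies counted in, the share in 3' UTRs fell from 46.1% at 10 to 14 tags to 1.78% (0.971 to 3.25) at 50 or more. This explanation would give such a fall. In coding sequence the share also fell, from 76.0% at 10 to 14 tags to 22.1% (14.3 to 32.5) at 50 or more. The latter was 17 of 77 clusters, with the whole interval above the limit. A further 11 of these 77 overlapped NOVA2 clusters of 10 to 19 tags, so a continuous spread of NOVA2 counts across the threshold and NOVA1 sites with little NOVA2 binding cannot be told apart without the NOVA2 clusters of fewer than 10 tags.

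Near-identical copies were frequent among the highest NOVA1 clusters. Among the 50 highest unshared NOVA1 clusters, 44.0% (31.2 to 57.7) had a further near-identical copy in the genome, against 6.60% (4.74 to 9.12) of 500 random NOVA1 clusters. The 50 highest NOVA1 clusters with or without overlap had a share of 28% (17.5 to 41.7). At 50 or more tags the share was 44.4% (32 to 57.6) of 54 unshared and 8.14% (6.55 to 10.1) of 921 shared NOVA1 clusters. For NOVA2 the shares were 4.0% of the 50 highest unshared clusters and 6.60% of 500 random ones. The unshared cluster in the Gphn intron aligned over 244 of its 251 nt, at 97.54% identity, to the Lars2 cluster and its surroundings. The intergenic cluster of chromosome 8 aligned over all its 149 nt, at 98.0%, to that in 2610528E23Rik and its surroundings. In the reverse direction, the Lars2 cluster aligned over 151 of its 303 nt (98.0%) to the Gphn cluster and its surroundings. The 2610528E23Rik cluster aligned over only 37 of its 262 nt (97.3%) to the chromosome 8 cluster and its surroundings. Reads placed among near-identical copies of abundant sequences are a candidate source of these clusters, and their position and gene are uncertain. That mRNA or intron binding at Lars2, Gphn or 2610528E23Rik is specific to NOVA1 should not be read from these tags.

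The region of chromosome 17 from 39970001 to 39990000, which holds the highest NOVA1 cluster, took 4.24% of all NOVA1 tags in clusters and 0.121% of NOVA2 tags. In the GRCm38.p6 gene table the neighbour of AY036118 is a pseudogene with the symbol Rn18s-rs5, so ribosomal RNA is a candidate source. Of the tags in unshared NOVA1 clusters outside genes, 10.5% lay within this region or in clusters similar to it, with 9.82% in the region itself. This test measures similarity to the region alone. Ribosomal RNA sequence was not used here, so whether other clusters come from ribosomal RNA stays open. Mitochondrial clusters held 1.08% of NOVA1 and 0.110% of NOVA2 tags. Both shares are higher in NOVA1, as more background RNA in the NOVA1 libraries would give, but pooled lists do not show whether a single library carries them.

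Tetramer ranks depended on the comparison sequence. Against flanks the leading tetramers in both lists contain or overlap YCAY, while against shuffled sequence purine-rich tetramers such as GGAA and GAAA ranked among the highest 5 of both lists. The study named its 5 leading tetramers against shuffled sequence, in clusters of any tag count. Against the shuffled sequence used here, UCAU ranked 2, CAUU 4 and CAUC 6 for NOVA1. UCAC and UUCA were not among the highest 10. For NOVA2, CAUU ranked 6 and the others were not among the highest 10. The ranking of the study was thus approached against flanks but not against shuffled sequence. No explanation for this was tested.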
